A study of Mus musculus with 4 samples.

How the data were processed

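Gene expression in whole brain of C57BL/6J mice, an inbred laboratory strain, was measured by RNA sequencing at postnatal day 5 (P5) and at week 70 (W70) in both sexes. There were 4 libraries, 1 for each combination of age and sex, so no group had a replicate. Grouping followed the sample titles. Whether a library came from 1 animal or from a pool is not stated. Total RNA was extracted with a column kit, mRNA was selected with oligo-dT beads, and fragmented RNA was copied with random hexamers, per the labels' protocols.

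The deposited table held whole-number read counts per gene for 19449 genes, with an Ensembl identifier and a gene name for each, and the authors' counts were used without any prior normalization. The aligner, the counting tool, the genome build, the annotation, the strandedness and any filter are not stated in the labels or the header, so no coordinates are given. Identifiers were matched to the GENCODE M21 annotation of GRCm38, which may differ from the one the authors used, and the match served only for chromosome, gene type, transcript length and GC content. A match was found for 19408 identifiers, of which 19403 were protein coding, and 41 identifiers had none. The table carried 26 gene names in the form of dates, which were replaced by the symbol of the matched identifier. No read was assigned to 1572 genes in any library. Xist, Tsix, 5530601H04Rik, Jpx, Ftx, Clec7a and Gh were not analysed here.

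Total counts were 15512198 for P5 female, 13955846 for P5 male, 21110733 for W70 female and 16688029 for W70 male. The smallest level such a depth can show, taken as 3 counts, was 0.193, 0.215, 0.142 and 0.180 CPM (counts scaled to a library total of 1e6) in the same order. Shares of a library's counts carry 95% Wilson confidence intervals. Intervals and floors cover counting error only, because reads copied from the same molecule are not independent.

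Genes with at least 1 CPM in at least 2 of the 4 libraries were kept, which left 14674 genes. Libraries were scaled with the trimmed mean of M-values (TMM) in edgeR 4.0.16 under R 4.3.3. The age test compared W70 with P5 with sex as a covariate, and the sex test compared males with females with age as a covariate. A crossed test compared P5 male and W70 female with P5 female and W70 male, again with age as a covariate. It has the same size as the sex test with the sex labels exchanged at one age, and its residual holds the sex difference. The 2 tests differ in power, with prior degrees of freedom of 10.5 for the sex test and 107 for the crossed test, so their numbers of calls are not directly comparable. Each test used edgeR's quasi-likelihood F test on all 4 libraries with Benjamini-Hochberg adjustment and a threshold of 0.05. These additive models leave 1 residual degree of freedom per gene, and the library of the other sex or age stands in for a replicate. Standard errors were approximated as the absolute log2 fold change divided by the square root of F.

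For the comparisons of 1 library with 1 library, log2 ratios were computed from TMM-scaled CPM with a prior count of 2. A gene was counted when its ratio reached 2-fold and the exact binomial test of the reads gave an adjusted p-value under 0.05. That test compares the libraries, not the conditions. Where one library had 3 counts or fewer, a lower bound of the fold difference was computed against the floor. Correlations across genes describe these libraries, since genes are not independent replicates. For gene lists, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 10 bins, and lists outside the central 95% are described as outside the random lists. Under other scalings and the other prior count 2000 random lists were drawn. The number of lists written before the data were examined was 21, of which 19 had enough genes past the filter. Lists of liver, kidney, muscle, lung, myeloid, chromatin regulator and brainstem genes were written after the data were examined.

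The genes named in the text followed a rule set before the data were examined. For age, these were the 5 largest increases and 5 largest decreases among called genes with a mean of at least 10 CPM in the higher age and the same direction in both sexes. For the sex test, all called genes were named. For sex within an age, these were the 5 largest ratios in each direction at a mean of at least 5 CPM, without the Y-linked genes. Members of the lists written beforehand were also eligible. Near-identical copies of named genes were searched with BLAST 2.17.0+ at a minimum identity of 90% over at least 30% of the transcript.

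The tests were tried on simulated counts for 14674 genes, of which 200 were changed 4-fold at a dispersion of 0.05. The edgeR test recovered 96% of the changed genes in the age and sex designs and 97.5% in the crossed design, with 3, 1 and 11 false calls. DESeq2 1.42.0 recovered 85.5%, 87.5% and 91.5%. The counting test was tried on counts without biological variation (dispersion 0), where it recovered 97.5%, which says nothing of its behaviour under such variation. Of the list medians, 7 of 100 with no shift fell outside the central 95%. The biological coefficient of variation estimated in the real data was 0.352, larger than in the simulation.

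Alternatives set before the data were examined were DESeq2 size factors, library totals alone, no expression filter, a filter of 10 CPM, the DESeq2 Wald test, no covariate, a prior count of 0.5, a threshold of 1.5-fold, Spearman correlation and leaving out each library. Removal of a loess trend on transcript length and GC content, the counting test on estimated molecules, both together, and the tests without liver and kidney genes were added after the data were examined. Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1 was used for tables and intervals.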

Results

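Brain gene expression was profiled in C57BL/6J mice at postnatal day 5 and at 70 weeks of age, in females and in males. The series concerns a fetal origin of sex bias in brain aging, so the design asks which transcripts differ between the ages, which differ between the sexes, and whether the sex difference is shared by the young and the old brain. Each of the 4 groups was represented by 1 library, and differences between single libraries have no replicate check. Library totals ranged from 13955846 reads in P5 male to 21110733 reads in W70 female. Reads were assigned to 16386 genes in P5 female, 16900 in P5 male, 15308 in W70 female and 16977 in W70 male. The share of reads from the mitochondrial genome was 0.731% in P5 female (95% Wilson interval 0.726 to 0.735%) and 0.818% in P5 male (0.813 to 0.823%). It was 2.91% in W70 female (2.90 to 2.92%) and 3.83% in W70 male (3.82 to 3.84%). The most abundant gene was Tuba1a in both P5 libraries and mt-Co1 in both W70 libraries, and none took more than 1.75% of the reads.

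Y-linked genes were examined first as a check of the sex labels. Ddx3y had 2553 reads in P5 male and 1207 in W70 male, Eif2s3y had 3895 and 947, Kdm5d had 179 and 612, and Uty had 1542 and 250. All 4 genes had 0 reads in both female libraries. Against the floor of 3 counts, Ddx3y was at least 946-fold higher in males at P5 and at least 509-fold higher at W70. The smallest bounds were at least 66.3-fold for Kdm5d at P5 and at least 105-fold for Uty at W70. Usp9y and Zfy1 had no reads in any library, and Zfy2 had 2 reads in W70 male, so these were not informative at this depth. The reads therefore matched the sex labels of all 4 libraries.

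The comparison of ages asked which transcripts separated the W70 from the P5 brain. Of 14674 genes tested with edgeR's quasi-likelihood test, 7830 passed an adjusted p-value of 0.05, with 4004 higher and 3826 lower at W70. The same direction was seen in both sexes for 7825 of them. The division into higher and lower genes depended on the scaling. With library totals alone 7967 genes were called and 64.3% of them were higher, compared with 51.1% under TMM scaling, and the median of all genes moved to 0.40 in females and 0.48 in males on the log2 scale. Age changes below are relative to the TMM scaling.

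Among the genes with the largest increases, Scn4b (ENSMUSG00000046480, chromosome 9) rose from 4 and 6 reads in the P5 female and male libraries to 6421 and 4574 reads at W70. Its log2 fold change was 9.31 with a standard error of 0.49 and an edgeR adjusted p-value of 2.454e-06. Klk6 (ENSMUSG00000050063, chromosome 7) was at least 166-fold higher at W70 in females and at least 145-fold higher in males, with an edgeR adjusted p-value of 8.811e-06. Opalin (ENSMUSG00000050121, chromosome 19) rose from 0 and 6 reads to 1178 and 463 reads. Dmp1 (ENSMUSG00000029307, chromosome 5) had 0 reads in both P5 libraries and was at least 68.8-fold higher in females and at least 75.5-fold higher in males. Rec8 (ENSMUSG00000002324, chromosome 14) was at least 97.7-fold and at least 129-fold higher, respectively.

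Among the genes with the largest decreases, Afp (ENSMUSG00000054932, chromosome 5) fell from 42 to 0 reads in females and from 5600 to 4 reads in males. Its mean log2 change was -7.64, and -4.03 without the P5 male library. Afp is a gene of the liver list, and that list took its largest share of reads in P5 male, so its rank may not reflect the brain. Pbk (ENSMUSG00000022033, chromosome 14) was at least 282-fold lower at W70 in females and at least 298-fold lower in males. Pbk shares 95.4% identity over 55.5% of its transcript with Gm12387, so its reads are uncertain to that extent. Gm6356 (ENSMUSG00000091400), Gm3373 (ENSMUSG00000094370) and Gm2974 (ENSMUSG00000079391), all on chromosome 14, were also lower. Each of these 3 matches 98 other genes at high identity, and the reads cannot be assigned to one copy with confidence. Gm6356 fell from 1231 and 1592 reads to 0 and 1 read, and Gm2974 from 1235 and 1492 reads to 8 reads in each W70 library.

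The age difference was similar in the sexes. In single-library comparisons 8153 genes passed 2-fold and the counting test in females, 4202 higher and 3951 lower at W70. In males 8960 genes passed, 4581 higher and 4379 lower. With library totals alone the share of higher genes was 63.8% in females and 62.7% in males, against 51.5% and 51.1%. The sexes had 6867 of these genes in common, where 4978 would be shared by chance, and 97.4% of the shared genes changed in the same direction. Across the 14674 genes the log2 ratios of the sexes correlated with Pearson r of 0.799 and Spearman rho of 0.844. The age ratios followed transcript length and GC content across genes, with Spearman correlations of 0.253 and 0.388 in females and 0.412 and 0.319 in males. Removing a trend on both reduced the fold genes to 6198 in females and 6477 in males. Filtering moved the correlation between the sexes most, to a Pearson r of 0.903 among genes at 10 CPM or more.

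Gene lists written before the data were examined gave 76 medians over the 4 single-library contrasts, of which 34 lay outside the random lists. Chance would give 3.8 if the genes of a list varied independently, which they need not do. The 34 include the Y-linked list in both sex contrasts, where the outcome was fixed by sex. The 4 contrasts share libraries and are not independent. Myelin genes had a median log2 ratio of 3.81 in females and 3.72 in males, with 12 of 12 genes higher at W70 in each sex. Cell cycle genes had medians of -5.00 and -5.21 and immature neuron genes medians of -3.24 and -3.05. Mature synapse genes had medians of 1.87 and 1.63, immediate early genes 2.70 and 2.42, and genes of the mitochondrial genome 1.64 and 1.68. All of these lay outside the random lists in both sexes, with and without the length and GC trend. The microglia and complement list was higher at W70 with medians of 1.57 and 1.36, at percentiles of 99.38 and 97.525. The percentile in males was too close to the edge of the central 95% to settle its place. With the length and GC trend removed the list lay outside in both sexes (medians 1.77 and 1.52, percentiles 99.98 and 99.87). Astrocyte genes lay outside the random lists in females (median 1.69) and within them in males (median 0.69, percentile 91.83), and this difference between the sexes was not tested. With the trend removed the astrocyte list lay outside in males as well (median 1.40). Striatal genes lay outside in females (median 1.94) and within in males (median 0.05, percentile 45.29), which was also not tested. With the trend removed the striatal list stayed within in males (median -0.55). Interferon genes lay within the random lists in both sexes, and outside them with the trend removed (medians 1.40 and 2.14).

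**Figure D1:**
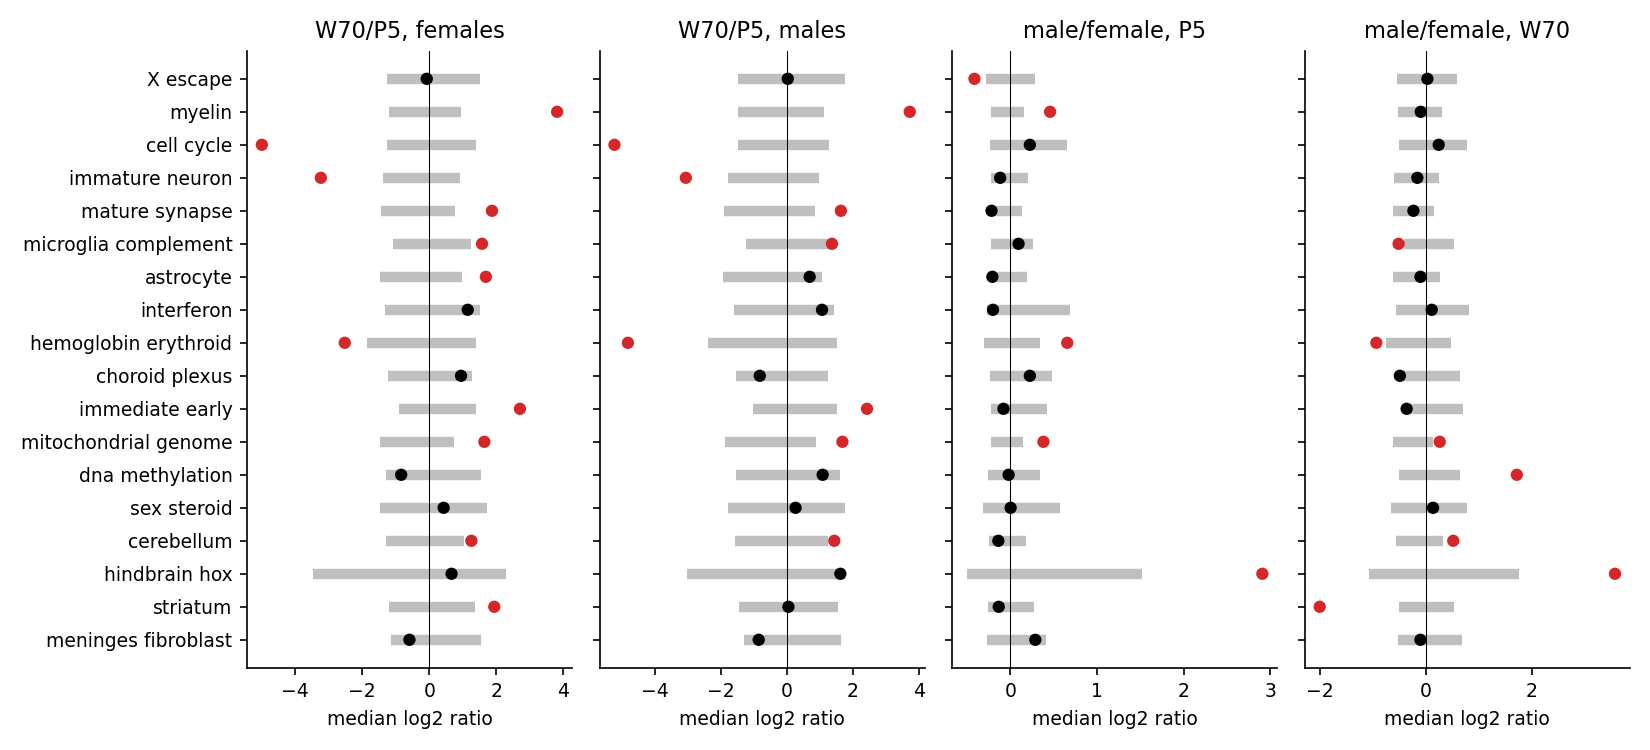
Median log2 ratio (dots) of gene lists in the 4 single-library contrasts, with the central 95% of random lists matched on expression as grey bars; red dots lie outside the bars and the Y-linked list is not drawn. Myelin genes sit at 3.81 and 3.72 for age, and striatal genes at -2.00 for sex at W70.

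The comparison of sexes asked for genes that differed between males and females at both ages. With edgeR's quasi-likelihood test 5 genes passed an adjusted p-value of 0.05, all higher in males, and 612 of 14674 genes had an unadjusted p-value under 0.05. That share is below 0.05, so small unadjusted p-values were not in excess. The number of genes passing was 42 without the expression filter, the alternative that moved it most. Of the 5 genes, 4 were the Y-linked Eif2s3y, Ddx3y, Uty and Kdm5d, with edgeR adjusted p-values from 6.011e-06 to 0.0001428. The other was Afp, with an edgeR adjusted p-value of 0.0001011. Its counts were 42 in P5 female, 5600 in P5 male, 0 in W70 female and 4 in W70 male, so its difference at W70 rested on 4 reads and the counting test there gave an adjusted p-value of 0.05038. The crossed test, which exchanges the sex labels at one age, called 79 genes, and 616 had an unadjusted p-value under 0.05, also a share below 0.05. Genes of the liver list made up 45 of the 79. The crossed test had more prior degrees of freedom than the sex test (107 against 10.5). The 2 edgeR counts are therefore not directly comparable. In simulation edgeR gave 11 false calls in the crossed design against 1. Each number came from 1 simulated draw without an age effect, so it does not explain the difference in the real data. The DESeq2 Wald test called 66 genes in the crossed test and 19 in the sex test, with 2 and 1 false calls in simulation. More crossed than sex calls were therefore seen with DESeq2 as well. All 79 edgeR calls were higher in P5 male and W70 female than in the other pair of libraries. The spread across genes of the sex contrast (SD 0.57 on the log2 scale) was close to that of the crossed contrast (SD 0.63), and that of the age contrast was 1.85. The first 2 widths differ only through the correlation of the sex ratios at the ages, given below. At least 2-fold differences were found for 8487 genes by age, 1008 by sex and 905 in the crossed contrast, without the Y-linked genes.

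At P5, 1063 genes passed 2-fold and the counting test between the male and the female library, 889 higher and 174 lower in the male. The count ranged from 341 with a filter of 10 CPM to 2133 at 1.5-fold. The largest increases in the male were Apoa1 (ENSMUSG00000032083), Plg (ENSMUSG00000059481), Afp, Slc12a1 (ENSMUSG00000027202) and Ahsg (ENSMUSG00000022868). Apoa1 had 23 reads in P5 female and 5537 in P5 male, Ahsg had 102 and 12472, and Slc12a1 had 0 and 199, which is at least 73.7-fold higher. The largest decreases were Xlr3b (ENSMUSG00000073125), Avp (ENSMUSG00000037727), Npy2r (ENSMUSG00000028004), Slc25a24 (ENSMUSG00000040322) and Nps (ENSMUSG00000073804). Their log2 ratios ranged from -1.83 for Xlr3b to -1.73 for Nps. Xlr3b shares 98.0% identity with Xlr3a, and part of the Avp transcript shares 91.5% identity with Oxt, so both are uncertain.

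At W70, 2660 genes passed the same criteria, 1477 higher and 1183 lower in the male. The largest increases in the male were Hoxa5 (ENSMUSG00000038253), Tmc4 (ENSMUSG00000019734), Col11a1 (ENSMUSG00000027966), Ubap1l (ENSMUSG00000086228) and Ptpn22 (ENSMUSG00000027843). Hoxa5 had 0 reads in W70 female and 197 in W70 male, at least 83.1-fold higher, and Col11a1 had 55 and 782 reads. The largest decreases were Alb (ENSMUSG00000029368), Ahsg, Serpina3k (ENSMUSG00000058207), Serpina1b (ENSMUSG00000071178) and Apob (ENSMUSG00000020609). Alb had 3996 reads in W70 female and 5 in W70 male. Ahsg was at least 211-fold lower in the male, Serpina3k at least 163-fold, Serpina1b at least 148-fold and Apob at least 101-fold. Serpina1b and Serpina3k have copies of 96.1% and 90.2% identity and are uncertain as single genes. The Avp log2 ratio was -3.86 at W70, in the same direction as the -1.76 at P5, and its edgeR adjusted p-value in the sex test was 0.1534.

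The W70 ratio between the sexes also followed transcript length. Across genes the Spearman correlation of the male to female ratio with transcript length was 0.461 at W70 and -0.051 at P5. When genes were divided into 10 groups by length, the median log2 ratio at W70 rose from -0.69 in the shortest to 0.58 in the longest. Removing a trend on length and GC content reduced the number of genes from 2660 to 1916 at W70 and from 1063 to 973 at P5.

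**Figure D2:**
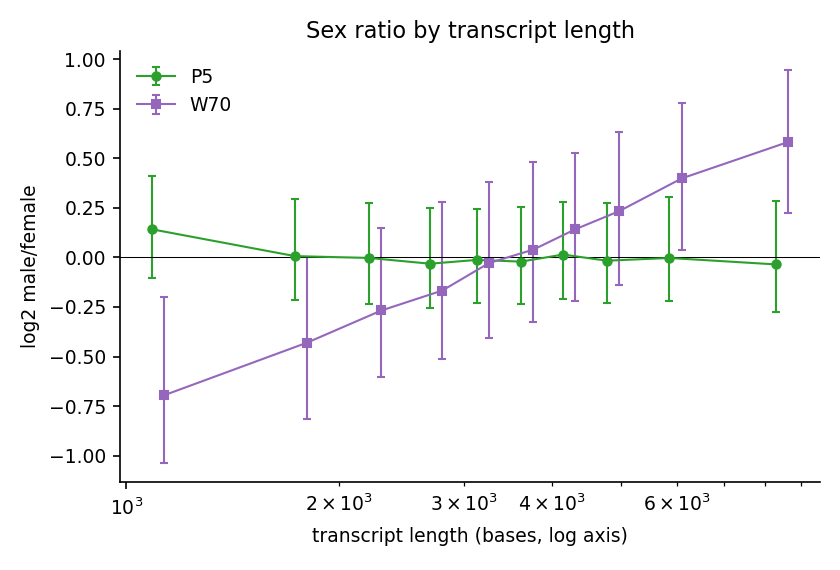
Median log2 male to female ratio (points) with the quartiles (bars) for 10 groups of genes by transcript length in bases, at P5 (circles) and W70 (squares). At W70 the medians rise from -0.69 to 0.58 with length, and at P5 they stay between -0.04 and 0.14.

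The sex differences at the ages were compared to ask whether one carried over to the other. Without the Y-linked genes, 452 genes passed at both ages where 192 would by chance, and 226 of these changed in the same direction and 226 in opposite directions. Across 14670 genes the log2 ratios at P5 and W70 correlated with Pearson r of -0.103 and Spearman rho of 0.032. The sign thus depended on the choice of coefficient. Without the genes of a liver list and a kidney list written after the data were examined, Pearson r was -0.018. Several of the named genes took opposite directions at the ages, among them Apoa1 with log2 ratios of 8.02 at P5 and -6.02 at W70 and Alb with 3.99 and -8.78.

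**Figure D3:**
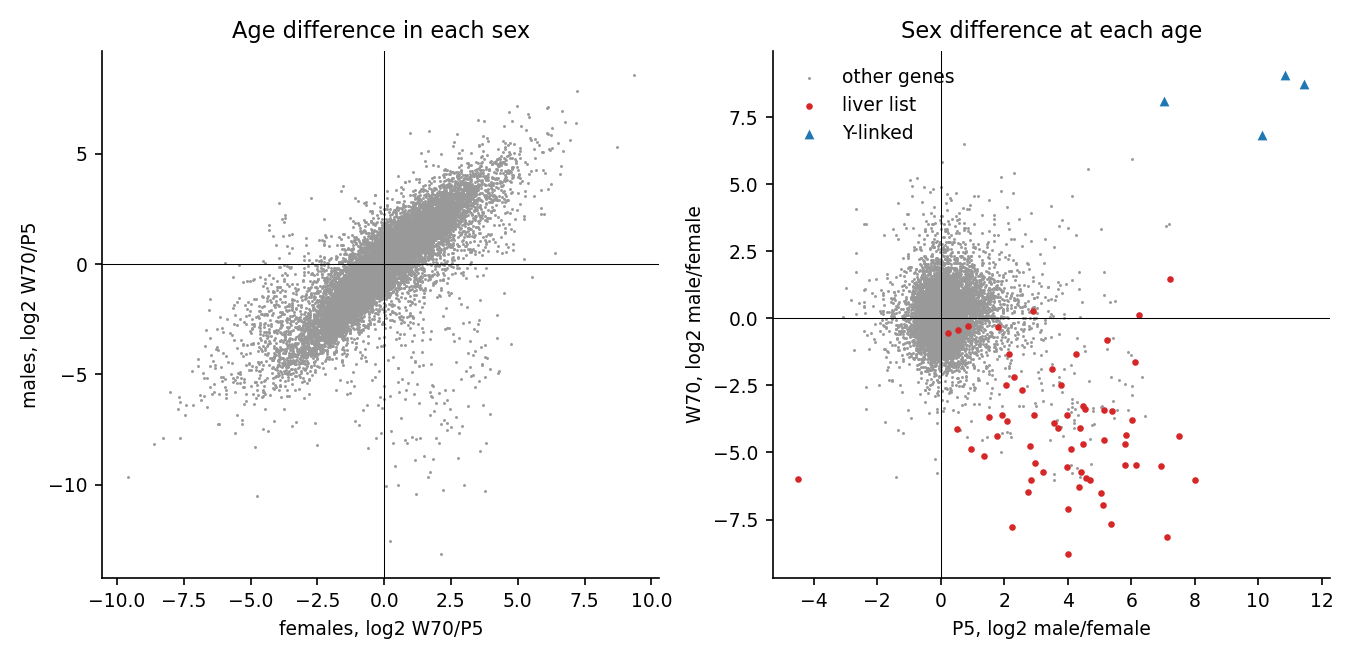
Left, log2 W70 to P5 ratio of each gene in females (horizontal) and males (vertical), with Pearson r of 0.799. Right, log2 male to female ratio at P5 (horizontal) and W70 (vertical), with Y-linked genes as triangles and the liver list, written after the data were examined, in red; most of its genes lie at positive ratios at P5 and negative ratios at W70.

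Of the lists written beforehand, genes that escape X inactivation had a median male to female log2 ratio of -0.41 at P5. This lay outside the random lists at a percentile of 0.11. At W70 the median was 0.03, and -0.21 once the length and GC trend was removed, both within the random lists. The central range of the random lists at W70 was -0.54 to 0.59, which also holds -0.41. The W70 comparison therefore cannot show whether the P5 difference was lost. Eif2s3x was lower in the male at both ages, with ratios of -0.84 and -0.87. Among 501 X-linked genes the median ratio was -0.04 at P5 and -0.06 at W70, against 0.00 and 0.01 among 14147 autosomal genes. Striatal genes had a median of -2.00 at W70, with 8 of 8 genes lower in the male, below all random lists, and -0.13 at P5, within them. Cerebellar genes had a median of 0.52 at W70. Genes of DNA methylation had a median of 1.71 at W70, with 8 of 8 genes higher in the male, and -0.02 at P5. Part of this shift went with transcript length, and the median was 1.07 once the length and GC trend was removed. Hox genes had medians of 2.91 at P5 and 3.56 at W70, with 7 of 7 genes higher in the male at both ages, on counts of 0 to 33 reads per gene at P5. Hemoglobin and erythroid genes had medians of 0.66 at P5 and -0.93 at W70. At W70 the hemoglobin shift lay within the random lists once the trend was removed. Myelin genes had a median of 0.46 at P5, above all random lists, and -0.10 at W70, within them. Genes of the mitochondrial genome had medians of 0.38 at P5 and 0.26 at W70, both outside, and the P5 value became -0.14, within the random lists, once the trend was removed. Microglia and complement genes had a median of -0.51 at W70, outside at a percentile of 0.82, and -0.02, within, once the trend was removed. Sex steroid, interferon and cell cycle genes lay within the random lists at both ages.

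Low counts were distributed differently in one library. The number of genes with 1 to 9 reads was 362 in W70 female, compared with 1874 in P5 female, 1996 in P5 male and 2194 in W70 male. The W70 female library had 107 genes with 1 to 4 reads and 721 with 10 to 19 reads. Differences of low-count genes that involve this library are less certain than its read total implies.

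**Figure D4:**
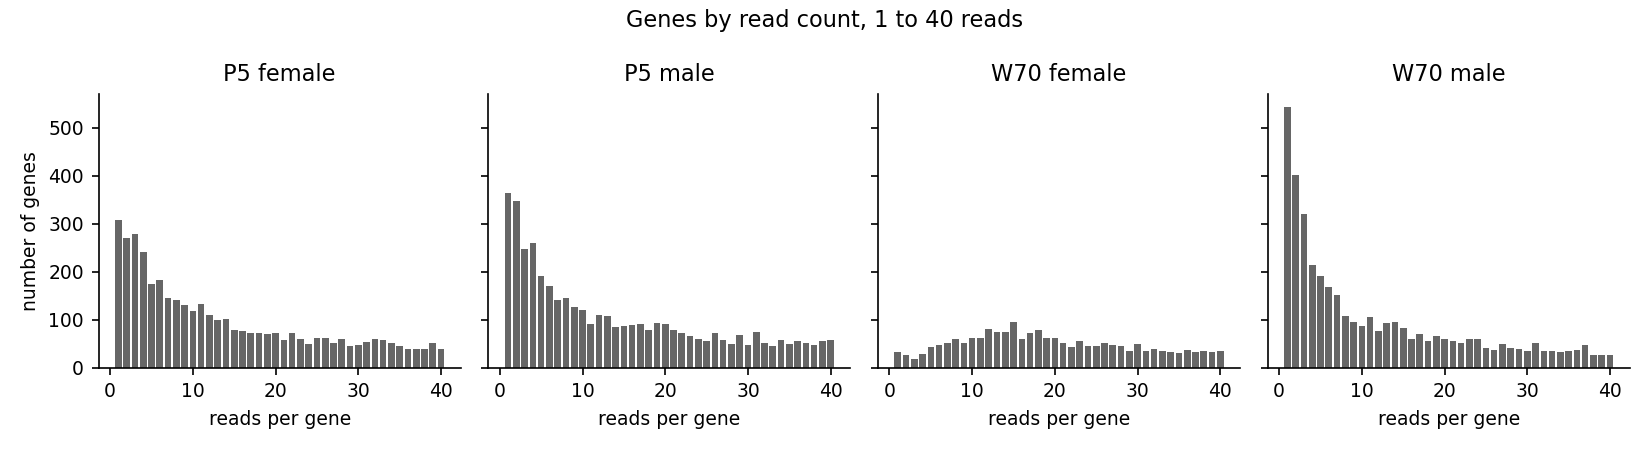
Number of genes (vertical) at each read count from 1 to 40 (horizontal) in each library. In W70 female low counts are rare, with 33 genes at 1 read, while W70 male has 544.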

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

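Tests of liver, kidney, blood and read exchange were chosen after the differences had been seen, and the test of brainstem genes was chosen before its values were seen.

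Several liver-expressed genes differed between the sexes in opposite directions at the ages. The male to female log2 ratio at P5 minus that at W70 was 15.28 for Ahsg, 14.04 for Apoa1, 13.003 for Serpina1b, 12.77 for Alb, 11.91 for Plg, 11.11 for Apob, 10.03 for Serpina3k and 5.72 for Afp. Afp was higher in the male at both ages, with ratios of 7.21 and 1.48, so its value is not a reversal. These 8 genes drew attention because they were named for a sex difference within an age and also passed the crossed test. That test equals a test of the age by sex interaction only if the sex difference itself counts as noise. Ahsg, Serpina1b, Serpina3k and Apob had 0 reads in W70 male and Plg had 3, and Afp had 0 reads in W70 female, so the size of these values depends on the prior count. Serpina1b and Serpina3k have near copies in the genome.

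A list of liver genes moved as a whole. Its median was 3.99 at P5 with 60 of 61 genes higher in the male, and -4.36 at W70 with 58 of 61 genes lower. The medians differed by 8.35, a difference that was not tested. Liver list genes took 0.0421% of reads in P5 female (95% Wilson interval 0.0411 to 0.0431%), 0.744% in P5 male (0.740 to 0.749%), 0.167% in W70 female (0.165 to 0.169%) and 0.0999% in W70 male (0.0984 to 0.101%). Liver tissue or RNA carried over into the P5 male and W70 female libraries is a candidate explanation. Reads of liver list genes were not confined to these libraries. Alb had 1944 reads in P5 female and 3996 in W70 female. W70 male had 5 Alb reads at a liver list share of 0.0999%, and Ahsg, Apob, Serpina1b and Serpina3k had 0 reads there. Its share thus came from other genes of the list, and the share alone does not measure liver RNA. The list was written after many of its genes had been seen. The W70 median of -4.36 therefore cannot separate carried-over liver from a sex difference that changes with age. Blood left in the brain was tested with the hemoglobin and erythroid list. It moved in the same directions by much less, with a P5 median of 0.66 against 3.99. Read exchange from the P5 male library was tested with Afp. At the P5 male proportion of Afp to Alb, 830 Afp reads would accompany the Alb reads of W70 female, and 0 were found. With 1 library per group no biological explanation can be told apart from carried-over tissue.

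Hemoglobin and erythroid genes, also opposite at the ages, differed by 1.59 between the medians, an untested difference. At W70 the shift was -0.93, and once the length and GC trend was removed it lay within the random lists at -0.27. The P5 shift of 0.66 was 0.30 after the same correction, still outside the random lists. Different amounts of blood in the brains may account for it, and no test separated this from a sex difference.

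Brainstem neuron genes had a median male to female ratio of -0.44 at P5 and 1.09 at W70, a difference of -1.53 that was not tested. The list was written to examine the Hox genes, which were higher in both male libraries. More brainstem in the male libraries would raise the list at both ages, and it was higher at W70 and lower at P5. It may contribute at W70, where the value was 1.09, and it leaves the P5 Hox difference unexplained. A lung list, written after the data were examined, kept 3 genes past the filter. Its median male to female ratio was 2.21 at P5, within the random lists, and 2.98 at W70, outside them. The muscle and myeloid lists lay within the random lists at both ages. A list of 3 genes is too short to show whether other tissue contributed. The extent of hindbrain or spinal cord taken with each brain is not recorded in the labels, so dissection cannot be told apart from sex.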

How the results depend on the processing

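The age test and the fold results by age stayed within 1.5 times their main counts under the alternatives tried. The number of genes in the age test ranged from 7646 with the DESeq2 Wald test to 8231 without liver and kidney genes. Fold genes by age fell from 8153 to 6198 in females and from 8960 to 6477 in males once the length and GC trend was removed. The alternatives without liver and kidney genes, with the length and GC trend removed, and with estimated molecules were chosen after the data were seen.

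The sex test called 5 genes with TMM scaling, DESeq2 size factors and library totals. It called 42 without the expression filter, 19 with the DESeq2 Wald test, 22 without liver and kidney genes and 0 without the age covariate. The crossed test called 79 genes, 66 with the DESeq2 Wald test, 23 without liver and kidney genes and 0 without the age covariate. Unadjusted p-values under 0.05 numbered 612 and 616 in the main sex and crossed tests. Since 45 of the 79 crossed calls were genes of the liver list, much of the fall to 23 is their removal. Why the other counts moved was not tested.

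Sex fold genes at P5 numbered 1063, and 1638 without the expression filter, 341 at 10 CPM, 2133 at 1.5-fold, 470 with the counting test on estimated molecules and 416 with that test and the trend removed. Sex fold genes at W70 numbered 2660, and 1303 at 10 CPM, 5955 at 1.5-fold, 1643 on estimated molecules and 952 with both corrections. The cause was not tested, except that fewer molecules than reads lowers the counting test by construction.

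The age correlation between the sexes was 0.799, and it was 0.716 without the expression filter, 0.903 at 10 CPM, 0.755 with a prior count of 0.5 and 0.844 by Spearman. The sex correlation between the ages was -0.103. It was -0.064 without the filter, -0.061 at 10 CPM, -0.120 after the length and GC trend was removed, and it reversed to 0.032 by Spearman. The cause was not tested. The median absolute log2 age change was 1.21, and from 1.12 to 1.34 across the 4 fits that each left out one library.

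For the 34 gene list medians outside the random lists, other scalings move a list and its random lists by nearly the same amount, so they do not test its place. Microglia and complement genes by age in males changed from a percentile of 97.525 to 97.3 with library totals alone, where fewer random lists were drawn, and this may be chance in the draws. With a prior count of 0.5 all 34 kept their direction and place. With the length and GC trend removed, 31 kept direction and place, microglia and complement genes and hemoglobin genes by sex at W70 fell within the random lists, and mitochondrial genome genes by sex at P5 reversed to -0.14, also within them. The number outside rose from 34 to 38, because others moved from within to outside. By age these were DNA methylation genes in females (-0.84 to -1.67), interferon genes in both sexes, and astrocyte and meninges genes in males (meninges -0.85 to -1.61). By sex at W70 they were choroid plexus (-0.49 to -0.47) and immediate early genes (-0.36 to -0.40). For genes named in a comparison of 2 libraries, all 60 values under other settings stayed within the 95% exact binomial interval of the reads, which has no limit on one side where a library has 0 reads. For genes named for age or in the sex test, 59 values moved by less than the SD between the sexes or the ages and 26 by more, none in direction. That SD is wide for some genes, and the Afp age change ranged from -11.24 to -4.03 when one library was left out. Depth limits the genes with 3 counts or fewer in a library, where fold differences are lower bounds against counting error only and log2 values depend on the prior count.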

Other observations

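The tests of short gene families, length and molecules together, other chromatin regulators, brainstem genes and the width of the splits were chosen before their values were seen. The other tests below were chosen after the result they bear on had been seen.

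Low counts were rare in the W70 female library. Among genes that were near silent in the other libraries, 12.4% were detected in W70 female, at a median of 14 reads when detected, while the other libraries detected between 36.1% and 57.4% at medians of 3 to 4 reads. A minimum count set by the authors was tested by looking for small counts, and 107 genes with 1 to 4 reads were present. Many reads per sequenced molecule is a candidate explanation, given the median of 14 reads. The number of molecules estimated by dividing reads by this median is rough, since the same division by 3 or 4 in the other libraries may overcorrect them. With 1 library per group no biological explanation was tested.

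More genes passed 2-fold between the sexes at W70 than at P5, 2660 against 1063, and the difference of these counts was not tested. A technical part is likely. The W70 ratio correlated with transcript length at 0.461 across genes and with GC content at 0.012, and 1916 genes passed after the trend was removed. Short ribosomal, mitochondrial-protein and proteasome genes were left out to see whether they carried the relation, and the correlation was 0.454 without them. On estimated molecules 1643 genes passed at W70 and 470 at P5. Fewer molecules than reads lowers both numbers by construction, so this does not show whether few molecules caused the W70 excess. With both corrections together 952 genes passed at W70 and 416 at P5, so the excess was still present. A sex difference cannot be told apart from other differences between 2 libraries.

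Kidney-expressed genes were higher in the male libraries. The list median was 3.47 at P5 and 1.48 at W70, with 8 of 9 genes higher at each age. The exception at both ages, Calb1, is also expressed by neurons. Leaving it out, a choice made after the values were seen, gave 3.81 and 2.47, and the list is reported with it. Kidney tissue carried over may explain the value of 3.47, but the list was written after Slc12a1 had been seen, and the test cannot separate this from a sex difference.

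Striatal genes were lower in the W70 male library, with a median of -2.00. It was -1.83 after the length and GC trend was removed, and single genes moved either way (Pde10a from -1.17 to -1.73, Penk from -1.78 to -1.24). With 1 library per group this does not rule out such a bias. A difference in the brain regions captured is a candidate explanation, since cerebellar genes moved the other way, with a median of 0.45 after the same correction. The labels name whole brain, and a sex difference in these regions cannot be told apart from dissection.

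Genes of DNA methylation were higher in the W70 male library in 8 of 8 cases. Their median was 1.07 after the length and GC trend was removed, outside the random lists, so length may explain a part of the 1.71 seen before. A list of 25 other chromatin regulators moved as well, with 25 of 25 genes higher and a median of 0.98, which was 0.24 after the correction, still outside the random lists. At P5 its median was 0.21, outside the random lists, and -0.01, within them, after the correction. A shift shared with other chromatin regulators therefore remains a candidate for a part of the difference. Dnmt3a had 651 reads in W70 female and 2196 in W70 male, and its edgeR adjusted p-value in the sex test was 0.9886.

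The sex contrast was about as wide as the crossed contrast. Liver and kidney genes were tested as the source of the crossed width, which was 0.56 (SD on the log2 scale) without them, against 0.55 for the sex contrast. The widths differ only through the correlation of the sex ratios at the ages, which was -0.018 without these genes, so they are not separate evidence. With 1 library per group their origin cannot be shown.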
